A study of Flaveria sonorensis and Flaveria ramosissima with 8 samples.

How the data were processed

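Transcript abundance was measured by RNA-seq in newly expanded mature leaves of *F. ramosissima* and *F. sonorensis*, with 4 libraries per species. Both species belong to the genus *Flaveria* and are C3–C4 intermediates, that is, plants whose leaf carbon metabolism lies between C3 and C4 photosynthesis. Per the labels, plants were grown in a chamber at a light intensity of 200 μmol m-2 s-1, a temperature of 22 °C, 70% humidity and a photoperiod of 16 h light and 8 h dark. The low CO2 condition is stated as 100 in the unit μmol m-2 s-1, which is a unit of flux rather than of concentration, and it is repeated here as given. The labels add "6 months", and do not say whether this is the age of the plants or the length of the treatment. Per the labels, total RNA was extracted with a commercial RNA kit, and Illumina sequencing gave paired-end reads of 150 bp.

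The authors deposited one table with a row per gene and a column per library, in TPM, a unit in which the read count of a gene is divided by its transcript length and all genes of a library are scaled to a fixed total. The aligner, the quantification tool, the reference sequences and the way in which genes of both species were placed on common rows are not given in the sources used here. Each column summed to less than 1000000, from 849828 to 911412. If each library had been scaled to 1000000, the rows hold part of it. All columns were assigned to a labelled sample by species and replicate number. TPM retains no read depth, so the depth of the libraries is unknown, and no count model and no counting interval was used.

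Rows are named by a running number only, and the table does not pair these names with gene symbols or loci. Lists of C4 cycle, photorespiration, Calvin-Benson cycle and transcription factor genes had been fixed by *Arabidopsis* locus code, but could not be matched to any row, and no result is given for them. Genomic coordinates, gene annotation, GC content and gene length were not used here for the same reason.

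Species were compared on log2(TPM + 1), over rows with a mean of at least 1 TPM across the 8 libraries, with limma (version 3.58.1, R version 4.3.3): a linear model with species as the only term, empirical Bayes moderation with a mean-variance trend, two-sided p-values and Benjamini-Hochberg adjustment over all tested rows. A row was called at an adjusted p below 0.05. Fold changes are on the log2(TPM + 1) scale, which understates the change of low rows. This design, the gene lists and the rule for named rows were fixed before the data were examined. The rule took, among called rows whose 4 values in one species all lay above the 4 values of the other, the 5 with the largest difference in each direction. Because the names carry no gene identity, 2 per direction are named and the others are summarised. Single values per library were compared by an exact permutation test of the difference of means, two-sided, by enumeration of all 70 assignments of 8 libraries to 2 groups of 4, for which the smallest possible p is 0.0286. Computation outside R used Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

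The limma step was tested on simulated values, drawn for the 16323 tested rows from their observed means and replicate SDs, with 200 rows changed between the species. It recovered 66% of rows changed by 1 on the log2 scale and 92% of rows changed by 2, with a median estimated change of 0.998 and 1.97. Rows with no simulated change made up 8.97% and 8.00% of the calls, which is above the nominal 5%. In the data, 14346 of the 16323 tested rows were called, far more than the 200 rows changed here. The recovered shares and the shares of false calls hold for the simulated setting, and do not carry over to the calls in the data.

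For the species comparison, 25 alternatives were run, of which 19 were set before the data were examined and 6 were added after. The former were other pseudocounts (0.1 and 5), no filter on low rows and a filter at 10 TPM, quantile normalization, scaling by a trimmed mean of M values (TMM, trimming 30% of ratios and 5% of abundances at each end, used as a scaling factor only), leaving out the 100 highest rows, moderation without trend, sample weights, a minimum absolute log2 difference of 1, the replicate number as a block, and leaving out each library in turn. Those added were centring each library on its median over rows above 0 in all 8 libraries, with and without other rows, the restriction to these rows, a rescaling over these rows, and leaving out the 1000 highest rows, over all rows and over these rows only. TMM scaling applies a single factor per library to the TPM. Median centring subtracts a single constant per library from log2(TPM + 1), and so shifts values of 0 as well, which a factor leaves at 0. The overall split by direction under other scalings is therefore given beside that in the deposited TPM.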

Results

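To describe leaf transcript abundance in a pair of C3–C4 *Flaveria* species grown at low CO2, 8 libraries were compared, 4 from *F. ramosissima* and 4 from *F. sonorensis*. The series concerns the evolution of the transcription factor network around core C4 genes in this genus. All libraries came from the low CO2 condition, therefore the comparison is between species within one condition, and no response to CO2 was analysed here. The table held 23519 rows, numbered from 1 to 34045 with 10526 numbers not used. The summed abundance over these rows was 905351 ± 4464 TPM in *F. ramosissima* and 862482 ± 9011 TPM in *F. sonorensis* (SD, n = 4 each), and was lower in *F. sonorensis* (exact permutation test, two-sided, p = 0.0286, the smallest this design allows).

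The agreement between replicates was examined first. Over the 16323 rows with a mean of at least 1 TPM, the mean Pearson correlation of log2(TPM + 1) between libraries was 0.970 within *F. ramosissima* (6 pairs, from 0.952 to 0.982) and 0.986 within *F. sonorensis* (6 pairs, from 0.982 to 0.991). These correlations are across genes, which are not independent replicates. Between the species, the mean correlation was 0.409 over 16 pairs, and its range, from 0.402 to 0.416, lay below that of any pair within a species. The value between species depended strongly on which rows were included. It was 0.131 over rows with a mean of at least 10 TPM, and moved the most, to 0.740, over rows above 0 in all 8 libraries, a restriction chosen after the values were seen. The first principal component took up 94.3% of the variance and separated the species, and the second took up 2.38% and separated replicate 3 from replicate 4 of *F. ramosissima*. No pair of libraries held the same values, as the median absolute log2 difference between replicates over rows above 0 in all 8 libraries ranged from 0.135 to 0.233 in *F. sonorensis* and from 0.187 to 0.362 in *F. ramosissima*.

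**Figure D1:**
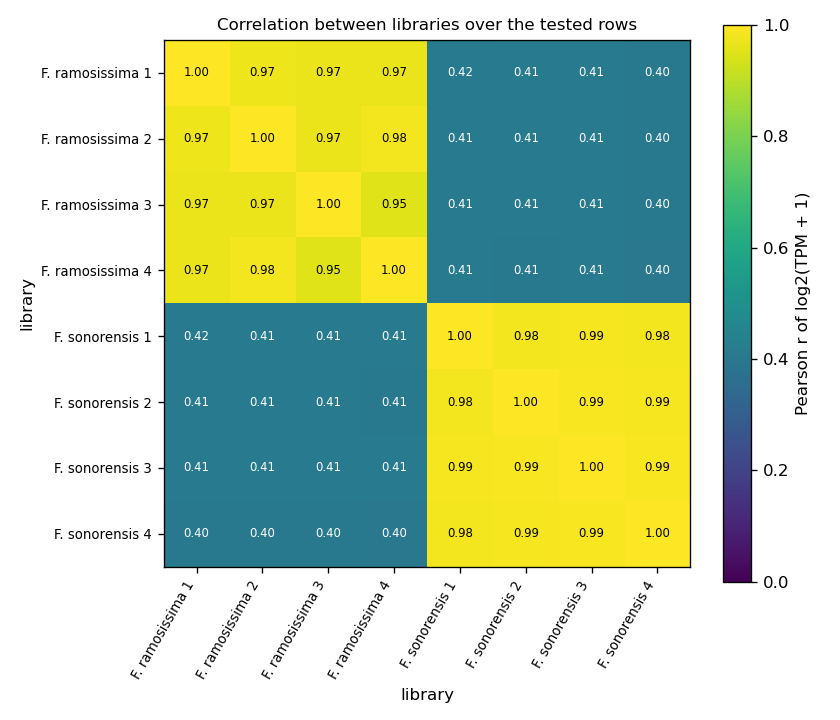
Pearson correlation of log2(TPM + 1) (colour and number, no unit) between each pair of the 8 libraries over the 16323 tested rows, with libraries named by species and replicate on both axes. All pairs within a species lie at or above 0.952 and all pairs between species lie between 0.402 and 0.416.

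The distribution of transcript abundance over the rows was then compared between the species, with 8 measures tested in this family. The number of rows above 0 was 19830 ± 162 in *F. ramosissima* and 15460 ± 42.4 in *F. sonorensis* (SD, n = 4 each). The median abundance of the rows above 0 was 3.37 ± 0.497 TPM in *F. ramosissima* and 10.6 ± 0.114 TPM in *F. sonorensis*. Furthermore, *F. ramosissima* libraries had 3873 ± 315 rows above 0 and under 0.5 TPM, compared with 604 ± 19.0 in *F. sonorensis*. Abundance was more concentrated in *F. ramosissima*, where the 100 highest rows of a library held 47.3 ± 2.52% of its TPM and the 1000 highest rows held 79.3 ± 2.30%. The corresponding shares in *F. sonorensis* were 40.8 ± 1.0% and 69.5 ± 0.555%. For each of these 5 measures and for the summed abundance, all 4 libraries of one species lay above all 4 of the other (exact permutation test, two-sided, p = 0.0286, Benjamini-Hochberg adjusted p = 0.0381). In contrast, the share of the 10 highest rows did not differ beyond the replicate spread, at 16.3 ± 1.19% in *F. ramosissima* and 15.4 ± 0.573% in *F. sonorensis* (exact permutation p = 0.286, adjusted p = 0.286). The share of the single highest row was 2.64 ± 0.246% in *F. ramosissima* and 3.38 ± 0.556% in *F. sonorensis*, which did not pass the threshold (exact permutation p = 0.0571, adjusted p = 0.0653). Without the row with the highest mean over all libraries, both of these measures were higher in *F. ramosissima*. All 8 measures include rows listed at 0 in every library of the other species. Such rows held 17.5 ± 0.371% of the TPM in *F. ramosissima* and 2.60 ± 0.0512% in *F. sonorensis*. If some of these rows lack a counterpart in the sequences used, part of the differences can come from the table. The measures were not tested over shared rows only.

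The question of which rows differed in abundance between the species was addressed with limma. Among the 16323 tested rows, 14346 (87.9%) were called, of which 4220 were higher and 10126 were lower in *F. ramosissima*. With a minimum absolute log2 difference of 1, 11760 rows were called. The values of the species did not overlap in 13649 rows (83.6%), whereas 2.86% would not overlap by chance. The split by direction moved with the scaling, as TMM scaling and median centring place the typical ratio between the species near 0 by construction. The median log2 difference over all tested rows, *F. ramosissima* minus *F. sonorensis*, was -1.01 in the TPM as deposited, and 0.24 after TMM scaling, which moved it the most among the alternatives run. Accordingly, 70.6% of the calls were lower in *F. ramosissima* in the deposited TPM and 42.7% after TMM scaling, with 7472 rows higher and 5563 rows lower in the latter. After centring each library on its median over the rows above 0 in all 8 libraries, which was chosen after the values were seen, 7416 rows were higher and 5141 were lower. As centring shifts values of 0 too, it can add to the higher calls among low rows. Under the deposited TPM, TMM scaling, quantile normalization and median centring alike, 4167 rows were called higher and 4837 rows were called lower in *F. ramosissima*, of which 1472 and 3989 were above 0 in all 8 libraries. The other scalings all raised the median difference, the least to -0.51 after quantile normalization. Rows called higher in the deposited TPM could thus hardly fail, and only the count of lower rows was put to the test.

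Among the 12558 tested rows above 0 in all 8 libraries, 10644 were called in the deposited TPM, and 9131 of these were lower in *F. ramosissima*. After TMM scaling, which places the typical ratio near 0 by construction, 4742 of the 12558 rows were higher and 4590 were lower. The shift in the deposited TPM was not equal along the range of abundance. When these rows were divided into 10 classes by abundance, the median log2 difference was -1.19 ± 0.07 (SD over the 4 *F. ramosissima* libraries) in the lowest class, around 1.62 TPM, and lowest, at -1.46 ± 0.18, in the class around 9.16 TPM, so it did not go one way over the whole range. It was -0.90 ± 0.15 in the class around 50.2 TPM and -0.33 ± 0.06 in the highest class, around 159 TPM. In the highest class, 57.7% of rows were lower in *F. ramosissima*, compared with 86.1% in the class around 9.16 TPM.

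**Figure D2:**
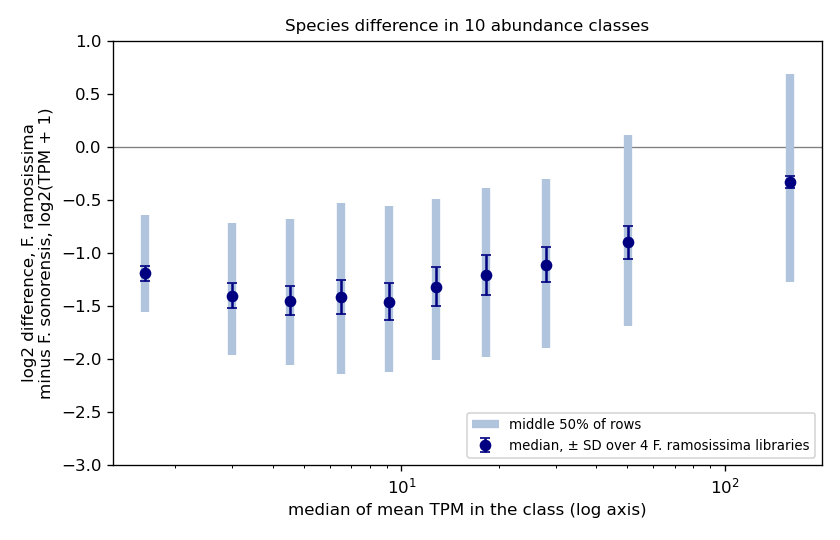
Median log2 difference of log2(TPM + 1), *F. ramosissima* minus *F. sonorensis* (vertical axis), against the median of the mean TPM (horizontal log axis) in 10 classes of rows above 0 in all 8 libraries; points with error bars are medians ± SD over the 4 *F. ramosissima* libraries and wide bars span the middle 50% of rows. The median lies at -1.19 around 1.62 TPM, at -1.46 around 9.16 TPM and at -0.33 around 159 TPM.

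Many rows were listed at 0 in all libraries of one species. Specifically, 6605 rows were at 0 in all 4 *F. sonorensis* libraries and above 0 in at least one *F. ramosissima* library, whereas 1519 rows showed the opposite pattern. A further 1030 rows were at 0 in all 8 libraries, and 13103 rows (55.7%) were above 0 in all 8. A value of 0 in this table can stand for a transcript that was not detected or for a gene that had no counterpart in the sequences used for that species, and the values do not separate these cases. Rows at 0 in *F. sonorensis* held 17.5 ± 0.371% of the TPM of the *F. ramosissima* libraries, and rows at 0 in *F. ramosissima* held 2.60 ± 0.0512% of the TPM of the *F. sonorensis* libraries (SD, n = 4 each). These shares are over different rows in each species and were not tested. Of the 4220 rows called higher in *F. ramosissima*, 2566 were at 0 in all 4 *F. sonorensis* libraries. Of the 10126 rows called lower, 660 were at 0 in all 4 *F. ramosissima* libraries. The share of rows at 0 in *F. ramosissima* fell with the abundance in *F. sonorensis*, from 12.1% of rows at 1 to 10 TPM to 1.51% of rows at 100 TPM or more. The share of rows at 0 in *F. sonorensis* did not fall in this way, with 25.6% of rows at 1 to 10 TPM in *F. ramosissima*, 19.1% at 10 to 100 TPM and 21.9% at 100 TPM or more.

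The rows at 0 were not spread evenly over the row numbers. Below row number 19000, 20.9% of rows were at 0 in all 4 *F. sonorensis* libraries and 16.0% in all 4 *F. ramosissima* libraries. From row number 19000 on, these shares were 45.6% and 4.94%. Among the limma calls in the deposited TPM, 1598 rows were higher and 6166 rows were lower in *F. ramosissima* below row number 19000, and 2622 rows were higher and 3960 rows were lower from there on. After TMM scaling, 3656 rows were higher and 3396 were lower below this number, and 3816 were higher and 2167 were lower from there on. This division, the abundance classes and the tabulation of rows at 0 were chosen after the values were seen.

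**Figure D3:**
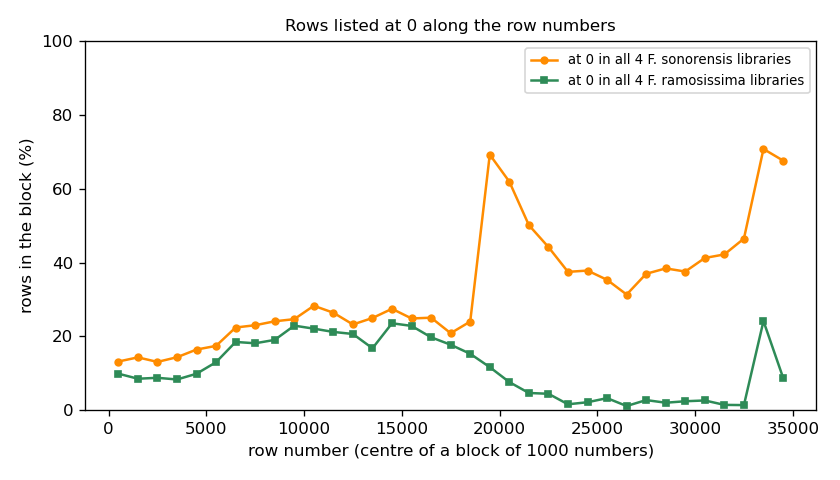
Share of rows (%, vertical axis) listed at 0 in all 4 libraries of *F. sonorensis* (circles) or *F. ramosissima* (squares) in blocks of 1000 row numbers (horizontal axis). The *F. sonorensis* share rises from 24.0% in the block starting at 18000 to 69.3% in the block starting at 19000, while the *F. ramosissima* share goes from 15.3% to 11.6%.

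The rows with the largest differences were at or near 0 in one species. Gene25917 ranked first among the higher rows at a pseudocount of 1, although not at 0.1 or without replicate 3 or 4 of *F. sonorensis* or replicate 4 of *F. ramosissima*. It had 14455, 13762, 14845 and 14271 TPM in replicates 1 to 4 of *F. ramosissima* and 1.55, 1.05, 0 and 0.50 TPM in those of *F. sonorensis*. Its log2 difference was 13.06 with a standard error of 0.25 (limma, Benjamini-Hochberg adjusted p = 1.39e-10). Gene12495 had 8658, 8184, 8897 and 7880 TPM in *F. ramosissima*, and was listed at 0 in all *F. sonorensis* libraries (limma, adjusted p = 1.22e-12). In the other direction, Gene15444 had 4622, 4567, 4425 and 3751 TPM in *F. sonorensis* and was listed at 0 in all *F. ramosissima* libraries (limma, adjusted p = 2.22e-12). Gene02962 had 2238, 3147, 3561 and 3162 TPM in *F. sonorensis* and was likewise listed at 0 in all *F. ramosissima* libraries (limma, adjusted p = 1.18e-11). The other 6 rows under the rule were all listed at 0 in 4 of 4 libraries of the lower species. Their mean abundance in the higher species ranged from 784 to 7718 TPM. Where a species was at 0 in all 4 libraries, it showed no spread. The p-values of such rows rest on the spread in the other species and on the moderation. They do not separate a transcript that was not detected from a gene with no counterpart.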

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

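One of 29 groups of 4 values examined had a library that stood apart from the others by Dixon's criterion, and chance alone gives about 1 in 20. The row ranked 5 among those higher in *F. ramosissima* had 4216 TPM in replicate 4, compared with 4931, 4881 and 4971 TPM in replicates 1 to 3, and the gap to the nearest value was 0.880 of the whole range. A shift of replicate 4 over all abundant rows is a candidate explanation. The median log2 deviation of replicate 4 from the other replicates over the 136 rows of at least 1000 TPM in *F. ramosissima* was -0.14, compared with -0.23 for this row, and 25.7% of these rows deviated at least as far downwards. The row was thus not unusual among abundant rows of that library, whose 100 highest rows also held the smallest share of TPM in the species, 44.8%. Chance remains open as well. The row was at 0 in all *F. sonorensis* libraries, so its call as higher did not rest on replicate 4. No biological explanation was tested, since the labels give no difference between the replicates.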

How the results depend on the processing

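The alternatives that use rows above 0 in all 8 libraries or median centring, and the removal of the 1000 highest rows, were chosen after the data were seen. The others were planned.

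The number of called rows stayed within 1.5 times the 14346 of the main analysis under both pseudocounts, no filter, quantile normalization, TMM scaling, the removal of the 100 or 1000 highest rows, moderation without trend, sample weights, the minimum log2 difference of 1, and the restriction to rows above 0 in all 8 libraries with or without rescaling. Leaving out each library in turn gave 14021 to 14323 called rows, 4096 to 4348 higher, 9900 to 10135 lower and a median log2 difference of -1.04 to -0.94. Between 253 and 361 of the calls were lost in these fits, and none was called in the opposite direction. The count left this range with a filter at 10 TPM, to 6718 calls (1897 higher and 4821 lower), where fewer rows (7682) were tested, and with median centring of only the rows above 0 in all 8 libraries, to 8870 calls (4626 higher and 4244 lower). It also did so when the 1000 highest rows were left out and only rows above 0 in all 8 libraries were tested, to 9390 calls (1855 higher and 7535 lower) among 11697 rows.

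The split by direction moved with the level at which the libraries were set against each other. The median log2 difference was -1.01 in the main analysis, -1.17 with a pseudocount of 0.1, -0.57 with a pseudocount of 5, -0.48 without a filter, -0.51 after quantile normalization, -0.74 without the 1000 highest rows and -1.20 over rows above 0 in all 8 libraries. It reversed to 0.24 after TMM scaling and to 0.23 after median centring, and was 0.037 after median centring with only rows above 0 in all 8 libraries. These scalings place the typical ratio near 0 by construction, so the reversals do not show which direction holds. TMM scaling gave 7472 rows higher and 5563 lower. Median centring gave 7416 higher and 5141 lower. Of the main calls, 1589 were called in the opposite direction after TMM scaling and 1435 after median centring. With median centring of only rows above 0 in all 8 libraries, 1399 were. Quantile normalization turned 80 calls and leaving out the 1000 highest rows turned 4. Without a filter, 6661 rows were higher. Rows above 0 in all 8 libraries gave 1509 higher, and 1768 higher when rescaled, because rows at 0 in *F. sonorensis* were left out. The 10 rows taken by the naming rule kept their direction and their call in every alternative in which they were tested, while the order by size of the higher ones changed with a pseudocount of 0.1 and without replicate 3 or 4 of *F. sonorensis* or replicate 4 of *F. ramosissima*.

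The replicate numbers are shared by both species. The correlation of deviations from the species mean between libraries of the same number was 0.14, 0.14, 0.01 and 0.09 for numbers 1 to 4. These values were low, but libraries of different number are not given for comparison. A pairing by number was therefore neither shown nor excluded. The replicate block gave 14401 calls, 4259 higher and 10142 lower, with 111 of the main calls lost.

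The mean correlation between species was 0.409 in the main analysis, 0.229 with a pseudocount of 0.1, 0.582 without a filter, 0.131 with a filter at 10 TPM and 0.740 over rows above 0 in all 8 libraries. The mean correlation within *F. sonorensis* was 0.979 over the latter rows, and the cause was not tested. Of the measures per library, the difference in the share of the highest row (*F. ramosissima* minus *F. sonorensis*) was -0.737 percentage points and reversed to 0.733 when the highest row was left out (exact permutation p = 0.0286). Leaving out each library gave -0.937 to -0.512 for this measure, and it passed the threshold only without replicate 1 of *F. sonorensis*. The difference in the share of the 10 highest rows rose from 0.822 to 3.11 percentage points without the highest row (exact permutation p = 0.0286). Leaving out each library gave 0.289 (without replicate 3 of *F. ramosissima*) to 1.13 percentage points, with no exact permutation p past the threshold. The other 6 measures kept their direction and their exact p of 0.0286 without the highest row. Leaving out a library could not change these, since the values of the species did not overlap.

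The gene lists could not be run under any alternative, since no row carries a locus code. As depth is unknown, the precision of low values rests on the replicate spread alone.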

Other observations

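The tests by splits of the libraries, of depth in both ranges of abundance, of the row-number step with its position, of a single scaling factor, of the TPM in rows at 0 and of the 1000 highest rows in both sets of rows, and of the spread with a library left out in both species, as well as the limits used to judge the tests, were chosen only after the values concerned had been seen.

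The number of rows called between the species was compared with other splits of the libraries. Of the 35 splits of the 8 libraries into 4 and 4, 1 gave as many calls, which was the division by species. The highest count in any other split was 0. Every other split placed both species in each group, so the species difference itself added to the spread within its groups. The test thus gives the rank of the division by species among 35 splits, and not the number of calls expected by chance. The species also differ in whatever was done separately for each, and this is not separated from biology by the design.

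Rows at 0 in all 4 *F. sonorensis* libraries outnumbered those at 0 in all 4 *F. ramosissima* libraries. Lower sequencing depth in *F. sonorensis* is argued against for abundant rows, since 21.9% of the rows of at least 100 TPM in *F. ramosissima* were at 0 in *F. sonorensis*, compared with 1.51% in the reverse direction. For rows of 1 to 10 TPM, 25.6% were at 0, close to the share among abundant rows, which argues against depth as the whole cause there too. Depth as part of the cause stays open, because it is unknown. Of the 6605 rows at 0 in all 4 *F. sonorensis* libraries only, 3322 had a mean of at least 1 TPM in *F. ramosissima*. For the others, which lay under 1 TPM, depth was not tested. A candidate explanation is the way in which the rows of the table were put together. Among rows of at least 10 TPM in *F. ramosissima*, 10.6% of 180 rows were at 0 in *F. sonorensis* in the block of row numbers starting at 18000, and 40.8% of 71 rows in the block starting at 19000 (Fisher's exact test across rows, two-sided, p = 1.91e-07, with the position picked from the data). The step does not hold all of the excess. Below row number 19000, 10.04% of the rows of at least 10 TPM in *F. ramosissima* were at 0 in *F. sonorensis*, while 3.60% of the rows of at least 10 TPM in *F. sonorensis* were at 0 in *F. ramosissima*. From there on these shares were 30.8% and 0.378%. A table assembled from more than one source of gene models may thus account for part of the excess, as a hypothesis. What the row order stands for is not given in the sources used here. Genes absent or silent in *F. sonorensis* stay open and were not tested.

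In the deposited TPM, most rows above 0 in all 8 libraries were lower in *F. ramosissima*, with a median log2 difference of -1.20. After quantile normalization, 2490 of these rows were called higher and 7528 lower. TMM scaling and median centring place the typical ratio over such rows near 0 by construction, so the nearly even split they give does not bear on the direction. Quantile normalization gives all libraries the same distribution over all rows of the table, including the rows at 0. As these were more numerous in *F. sonorensis*, its split depends on them and does not settle the direction either. A single scaling factor between the species would shift abundant rows alike, and low rows less on the log2(TPM + 1) scale. It is argued against as the whole cause, since the highest class was shifted the least. The median log2 difference was -0.33 around 159 TPM and -1.46 around 9.16 TPM. It ranged over 1.13 between the 10 abundance classes, while the SD over libraries was at most 0.19 in any class. The TPM taken up by rows at 0 in some libraries does not alone account for the shift, which was still -1.09 when each library was rescaled over the rows above 0 in all 8. Nor do the 1000 highest rows alone account for all of it. Once they were left out and all remaining rows were rescaled, the median difference over the rows above 0 in all 8 libraries was -0.995. Over all remaining tested rows it was -0.74, compared with -1.01 before. The rescaling raised the values against the pseudocount of 1, so the sizes before and after are not on the same footing. Removing the highest rows together with the TPM of rows at 0 in some libraries was not tested. What also stays open is the division of reads among gene copies or longer gene models in one species, and differences in library preparation, none of which was tested. Of the rows called in one direction under all 4 scalings, 1472 of 4167 higher rows and 3989 of 4837 lower rows were above 0 in all 8 libraries, so most of the higher ones had a 0 in at least one library.

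The spread between replicates was larger in *F. ramosissima*, with a median SD of 0.24 on the log2 scale compared with 0.18 in *F. sonorensis* over rows above 0 in all 8 libraries, a ratio of 1.34. Sampling noise of low rows is argued against, since the ratio was 1.32 over the 618 rows of at least 100 TPM in both species. One library decides much of the value. Without replicate 3 of *F. ramosissima* the ratio was 1.04, and without replicate 1 of *F. sonorensis* it was 1.75. When the library most distant from the others was left out in both species, these same replicates, the ratio was 1.35. The latter test was added once the value without replicate 3 had been seen, because leaving out the most distant library of one species alone lowers its spread by construction. As these values disagree, with 4 libraries per species, replicate 3 alone cannot be told apart from a generally larger spread, and variation between plants stays open and untested.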
